# Identification of a New Cell Population Constitutively Circulating in Healthy Conditions and Endowed with a Homing Ability Toward Injured Sites

**DOI:** 10.1038/srep16574

**Published:** 2015-11-12

**Authors:** Claudia Lo Sicco, Roberta Tasso, Daniele Reverberi, Michele Cilli, Ulrich Pfeffer, Ranieri Cancedda

## Abstract

Stem and progenitor cells are the critical units for tissue maintenance, regeneration, and repair. The activation of regenerative events in response to tissue injury has been correlated with mobilization of tissue-resident progenitor cells, which is functional to the wound healing process. However, until now there has been no evidence for the presence of cells with a healing capacity circulating in healthy conditions. We identified a rare cell population present in the peripheral blood of healthy mice that actively participates in tissue repair. These Circulating cells, with a Homing ability and involved in the Healing process (CH cells), were identified by an innovative flowcytometry strategy as small cells not expressing CD45 and lineage markers. Their transcriptome profile revealed that CH cells are unique and present a high expression of key pluripotency- and epiblast-associated genes. More importantly, CH-labeled cells derived from healthy Red Fluorescent Protein (RFP)-transgenic mice and systemically injected into syngeneic fractured wild-type mice migrated and engrafted in wounded tissues, ultimately differentiating into tissue-specific cells. Accordingly, the number of CH cells in the peripheral blood rapidly decreased following femoral fracture. These findings uncover the existence of constitutively circulating cells that may represent novel, accessible, and versatile effectors of therapeutic tissue regeneration.

All body tissues, particularly those characterized by a high cell turnover, depend on innate regenerative events in order to function properly^1^. Stem cells are clonogenic and self-renewable populations that can differentiate into multiple cell lineages^2^,^3^. The concept of adult stem cells intended as cell populations restricted to their own tissue has been challenged by reports indicating that these cells can be mobilized in response to a tissue damage^4^,^5^,^6^,^7^. A growing number of scientific reports indicates that under the influence of various pathological stimuli, tissue-specific and/or bone marrow-derived stem/progenitor cells are rapidly mobilized to the blood stream, playing a crucial role in the repair of solid organs, acting directly or enhancing the re-activation of resident stem cells^5^,^7^,^8^. Indeed, peripheral blood (PB) is an ideal alternative source for progenitor cells owing to the ease of cell retrieval and blood bank storage. Upon appropriate mobilization strategies, many stem/progenitor cells are hosted by PB, such as Hematopoietic Stem Cells (HSCs), the archetype resident stem cells used for transplantation therapies^9^, and Endothelial Progenitor Cells (EPCs), effectively involved in endothelial regenerative processes^10^. In this context, the existence, in the PB, of progenitors sharing the phenotypic characteristics of Mesenchymal Stem Cells (MSCs) is still questioned, due to the lack of standard set of criteria for their definition^11^. It’s likely that individual PB-derived progenitors detected by different experimental strategies are overlapping but indicated with different names. This contribute to increase the confusion regarding their exact identification^12^.

All stem/progenitor cells isolated so far from the peripheral blood have been isolated only in pathological conditions or following a mobilization procedure. Until now there has been no evidence for the existence of progenitor cell populations circulating in physiological conditions. Moreover, all stem/progenitor cells isolated from the PB presented restricted differentiation capacity^13^,^14^. Recently the presence, in the bone marrow and other adult organs, of very small-sized stem cells with pluripotent characteristics has been reported^15^,^16^. However, there is a lack of consensus on the real existence of such cell population^17^, which possibly derives from poorly reproducible flowcytometric analysis and isolation procedures^18^.

Using a functional flowcytometry strategy, we developed a reproducible system for the isolation of Circulating cells derived from the peripheral blood of healthy mice endowed with a Homing capacity and involved in the Healing process (CH cells). CH cells are small cells characterized by the lack of expression of the pan-hematopoietic CD45 antigen, of the markers expressed by differentiated blood cells, as well as of markers typically associated to well-defined progenitors circulating upon injury. The analysis of the global transcriptional profile of the purified CH cells revealed their uniqueness when compared to other cells characterized by varying stemness degree.

Furthermore, CH cells were demonstrated to be progenitors functionally involved in the endogenous reparative events. Taking advantage of an injury model able to repair itself under optimal conditions, such as the stabilized fracture healing model^19^, in which the injury signals are sufficient to enhance and direct endogenous reparative events, we demonstrated that systemically transplanted CH cells possessed the capacity to migrate toward wounded sites. More importantly, injected cells were able to integrate in wounded tissues and to appropriately differentiate into a broad spectrum of tissue-specific cells.

Collectively, our results support the idea that CH cells are key effectors of innate regenerative events and could open up a new way of approaching tissue regeneration.

## Results and Discussion

We attempted to isolate small-sized circulating progenitors from the peripheral blood of adult mice, using an innovative flowcytometry approach in order to exclude from the analysis subcellular particles, debris or nuclei expelled from erythroblasts during erythropoiesis^20^. The method entails the usage of beads with specific sizes to define appropriate dimensional gates in combination with two different DNA dyes (Sytox and Vybrant) to discriminate dead and viable cells. In particular, the Sytox dye specifically stains dead cells, as it easily penetrates cells with compromised plasma membranes and binds with a high affinity nucleic acids, whereas Vybrant permeates the viable cell membrane and emits fluorescence upon binding to double-stranded DNA. After doublet discrimination (Supplementary Fig. S1b) only Sytox-negative (Sytox^neg^) events were sorted and further analyzed (Fig. 1a). We defined cut-off gates of 2, 4 and 6 μm using microsphere suspensions of the appropriate dimensions (Fig. 1b), which ultimately allowed to delineate a specific dimensional gate (DG) within the Sytox^neg^ events (Fig. 1c). To successfully discriminate small-sized circulating progenitors, with a Lineage-negative, CD45-negative (Lin^neg^CD45^neg^) phenotype (Fig. 1d) from vesicles, cell-fragments and debris, we used the DNA dye Vybrant (Fig. 1e). The Lin^neg^CD45^neg^Vybr^pos^ (CH) cells fall exactly in the selected DG (Fig. 1f) as well as in the Sytox^neg^ gate (Supplementary Fig. S1a). Post-sorting characterization of Lin^neg^CD45^neg^Vybr^pos^ events indicated that CH cells were round-shaped and with a high nucleus/cytoplasm ratio, as indicated by the overlay of bright-field and DAPI staining (Fig. 1g). A mouse model of femur fracture was applied to test whether circulating CH cells could be recruited toward sites of injury to actively participate in the healing process. Fracture healing shares many similarities with soft-tissue healing with the exception of its ability to complete without the formation of a scar^21^. It represents a particularly appropriate model, since the injury microenvironmental cues could promote progenitor cell migration into a permissive microenvironment^22^. We determined the percentages of CH cells in the peripheral blood of the fractured animals at 16, 24, and 72 hours post-fracture and compared them to the percentage observed in non-injured (naive) mice. Several reports indicate that the number of different types of progenitor cells identified as circulating under extreme conditions increases in the peripheral blood following tissue injury^23^,^24^,^25^. Surprisingly, we observed that the percentage of CH cells was significantly lower in the peripheral blood of fractured mice as compared to naive mice, with maximum decrease after 24 hours and a trend back to physiologic conditions after 72 hours (Fig. 1h). These results indicate the existence of a specific population of progenitor cells constitutively circulating in the blood of healthy mice and suggest the possible occurrence of a homing event at the lesion site at an early stage of the healing process.

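RNA of CH cells from the blood of healthy mice was hybridized to 2 Affymetrix whole-genome mouse arrays, 1 array for each of 2 replicate pools that the submitters' notes call biological replicates. Each probe set on this array is a group of short oligonucleotides against a transcript, and some probe sets read transcripts of several genes. In its general methods the paper gives 5 mice per pooled group and an age of 5 to 8 weeks. Its array methods give about 100000 cells and no number of mice. The submitters' notes give 15 mice per pool, an age of 7 months and 50 µg of total RNA. Signals were used as deposited by the authors, as log2 values, and the paper's methods describe RMA with quantile normalisation together with 5 public series. Whether the deposited values come from that joint run is not given in the sources used here, and the other populations of the comparison were not analysed here. After removal of 64 control probe sets, 45037 probe sets remained. Across probe sets, which are not independent replicates, the arrays correlated with Pearson's r = 0.9967, and the log2 difference between them had an SD of 0.20. The median signal was 5.54 on array 1 and 5.52 on array 2. For its clustering, the paper removed genes below 5 (log2) throughout its entire dataset. The same value was taken here as a limit on both CH cell arrays, and 25740 probe sets (57.2%) were above it. Of 18193 genes with a probe set that names them alone, 12950 (71.2%) had a probe set above the limit. Housekeeping genes were above 5 in 7 of 7 cases, with a median of 13.72. Of 74 chemosensory receptor genes, receptors of smell and taste taken as background, 10 (13.5%) also passed, and their probe sets had a median of 4.00 and a 95th percentile of 5.50. Of 18 genes of retina, lens and sperm, a further background list, 6 passed. With limma at an adjusted p under 0.05, 8 of the 74 and 5 of the 18 background genes were also above 5, so a small p against 5 does not by itself separate a gene from background. The 3' probe set of Actb exceeded the 5' probe set by 0.24 ± 0.04 (SD, n = 2 arrays) on the log2 scale, and that of Gapdh differed by -0.02, at signals of 14.06 to 14.53 near the top of the range, where differences can be compressed. Each level is given as the mean of both arrays ± SD, and the number of arrays limits its precision. A mean was set against 5 with limma, which shares the spread over all probe sets. Signals of different probe sets also reflect the affinity of each probe, so they do not rank transcripts by abundance.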

In order to assess CH cells’ identity in an unbiased manner, we performed global transcriptome analysis of FACS-purified populations from healthy mice. Gene expression profile of the purified cells was compared, after quantile normalization, to raw data of precursor cells characterized by varying stemness degree, which are available from the National Center for Biotechnology Information Gene Expression Omnibus (GEO). For the comparison, we specifically selected: (i) hematopoietic stem cells (HSCs) at different stages of differentiation, including hemangioblasts (HEM), primitive cells capable of both self-renewal and differentiation into mature blood cell lineages^26^,^27^; (ii) very small embryonic-like (VSEL) stem cells, pluripotent cells with a potential for tissue/organ regeneration^15^,^28^; (iii) embryonic stem cells (ESC), the “gold standard” of pluripotency^28^,^29^; (iv) multipotent adult progenitor cells (MAPC), a controversial cell population that has been reported to differentiate into tissues from different germ layers^30^; (v) mesenchymal stem cells (MSC), which can only differentiate into mesoderm lineages^31^. By hierarchical clustering analysis, we derived three clusters: the first included all the cells of the hematopoietic lineage (CD34^neg^ KSL, CD34^pos^ KSL, KSL, Lineage^neg^ cells); the second included all precursor cells (CH, ESC, HEM, MAPC, and MSC); and the last included just VSEL stem cells. CH cells formed a separate sub-cluster within the precursor cell cluster. MSC are the neighbors that cluster most closely to CH cells, even though the length of the dendrogram branch that separates the two populations indicates that they are clearly distinct (Fig. 2a). Principal component analysis (PCA) confirmed the unique expression profile of CH cells, that were separated from the other selected populations by projection in relation to the first 3 principal components representing a total variance of 69.5%, and specifically of 31.7% for PC1, 22.3% for PC2, and 15.5% for PC3 (Fig. 2b). Comparison between MSC and CH cells highlighted drastic differences in the expression profiles, as exemplified by the volcano plot (Fig. 2c). A rigorous statistical testing applying Significance Analysis of Microarray (SAM) indicated 902 up-regulated and 813 down-regulated genes (FDR 0%, 2-fold threshold) expressed in CH cells, when compared to MSC. 

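On the CH cell arrays, the probe sets of 4 transcription factors that maintain or induce the pluripotent state were all above 5 (log2). Oct4, listed under its gene symbol Pou5f1, had a level of 9.49 ± 0.003 (SD, n = 2 arrays). Klf4 was at 9.23 ± 0.02 with 1 probe set and at 8.18 ± 0.03 with the other. Nanog was at 7.78 ± 0.23, with 7.62 on array 1 and 7.94 on array 2. Sox2 was at 7.11 ± 0.34 and differed most between the arrays, with 6.88 and 7.35. On the linear scale these levels were intensities of 721 for Oct4, 221 for Nanog and 140 for Sox2. Every mean exceeded 5 by more than the spread between arrays, and the highest adjusted p of limma was 2.9e-05, for Sox2. The highest chemosensory receptor gene, Vmn1r44, was close to Sox2 at 6.92, with an adjusted p of 4.2e-06 from limma. The test against 5 therefore does not separate Sox2 from background. Adjusted over the list alone, 4 of 4 genes passed as well. The genes were picked by the study, so this count is not independent evidence. With a limit of 8 (log2), 2 of the 4 remained above it on both arrays.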

Analysis of the expression pattern of main stemness genes in our datasets indicated that CH cells expressed high levels of *Sox2*, *Oct4*, *Nanog*, and *Klf4* (Fig. 3a–d). The latter result was further confirmed by quantitative PCR analysis (Fig. 3e–h). Sox2 and Oct4 synergistically activate Oct-Sox enhancers, which regulate the expression of pluripotent stem cell-specific genes^32^,^33^. Accordingly, heatmap analysis of main pluripotency-associated genes indicated that CH cells expressed *Utf1*, *Fbxo15*, *Lefty1*, *Nanog*, *Nodal*, *Dppa3*, *Prdm14 Spp1*, and *Zfp42*. 

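Of these genes, 8 were matched to probe sets naming them alone, and 7 were above 5 (log2) on both CH cell arrays. Lefty1, an inhibitor of Nodal signalling, had the highest level, at 10.09 ± 0.10 (SD, n = 2 arrays). Nodal, a ligand of the TGF-beta family, was at 8.00 ± 0.06 with 1 probe set and at 6.64 ± 0.06 with the other. Utf1, a chromatin-associated factor of undifferentiated cells, was at 7.70 ± 0.15, while its other probe sets were at 5.46 and 5.45. Zfp42, known as Rex1, was at 6.59 ± 0.05 and Dppa3, a maternal factor also found in germ cells, at 6.02 ± 0.10. Fbxo15, a target of Oct4 and Sox2, was closest to the limit among those above it, at 5.60 ± 0.13 (adjusted p = 9.8e-04 from limma). Prdm14, a regulator of pluripotency and germ cell fate, was at 4.01 ± 0.06 and lay below 5 on both arrays (adjusted p = 6.2e-05 from limma). Adjusted over the list alone, 7 of the 8 genes passed limma's test above 5, as over all probe sets. The list was drawn up by the study, so its count is not independent evidence. At a limit of 8, only Lefty1 was above on both arrays. The other genes of Fig. 3i that were matched, Rif1 and Zfp281, reached 10.13 ± 0.03 and 9.09 ± 0.17, with other probe sets of Rif1 at 9.97, 7.52 and 6.97 and that of Zfp281 at 8.07. The paper reasons that Sox2 and Oct4 together activate enhancers of genes specific to pluripotent stem cells, and presents the expression of such genes as in accordance with the levels of both factors.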

The same genes were expressed by ESC, but not by MSC (Fig. 3i). 

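Genes of early embryonic stem cells were well above the limit of 5 in CH cells. Sall4, a zinc finger factor that acts with Oct4, had a level of 10.43 ± 0.11 (SD, n = 2 arrays) with 1 probe set and of 7.03 ± 0.05 with the other. Tdgf1, the co-receptor of Nodal also called Cripto, was at 9.66 ± 0.05. Cdh1, which encodes E-cadherin, was at 9.33 ± 0.03. Epcam, an epithelial adhesion molecule, was at 9.10 ± 0.06, and its other probe set was at 7.24 ± 0.02. All 4 genes were above 8 on both arrays with their highest probe set, and the highest adjusted p of limma against 5 was 2.25e-07, for Epcam. Adjusted over the list alone, 4 of 4 passed. The study picked these genes, so the count is not independent evidence.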

Interestingly, CH cells expressed also high levels of *Cdh1*, *Epcam*, and *Sall4*, considered early ESC genes^34^, as well as *Tdgf1*, a critical gene for early embryonic development^35^. 

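Mixl1, a homeobox gene of the primitive streak, had a level of 9.88 ± 0.07 (SD, n = 2 arrays) in CH cells, and Eomes, a T-box gene of the streak, one of 8.94 ± 0.11. All 4 epiblast genes, all 4 of the primitive streak (PS) and all 6 of the anterior PS were above 5 on both arrays. Among the anterior PS genes, Smad2 was at 9.74 ± 0.04, Foxa2 at 7.73 ± 0.23, Gsc at 6.61 ± 0.002 and Cer1 at 6.22 ± 0.42. Of the mesoderm genes, 5 of 5 that were matched were above 5, from Foxc1 at 9.73 ± 0.01 through Foxf1 at 7.18 ± 0.27, Mesp1 at 6.50 ± 0.01 and Kdr at 6.43 ± 0.01 to Meox1 at 5.91 ± 0.01. Only 1 of these 5 was above 8, and their median of 6.50 lay below the median of all genes, 6.84. For the epithelial-mesenchymal transition (EMT), 3 of 4 genes were above 5, and Aldh1a2, an enzyme of retinoic acid synthesis, was at 3.90 ± 0.10. Of 6 endoderm genes, 4 were above 5, among them Sox17 at 8.22 ± 0.16, while Ihh was at 4.89 ± 0.14 and Foxa3 at 4.76 ± 0.37. The posterior PS had 2 of 4 genes above 5, Evx1 at 6.27 ± 0.47 and Fgf4 at 6.17 ± 0.06, with Tbx6 at 4.55 ± 0.005 and Hoxb1 at 4.04 ± 0.28. The other probe sets of Smad2, Cer1, Foxc1, Foxf1, Sox17 and Eomes were at 7.77, 5.26, 7.66, 6.78, 6.94 and 8.58. The other 3 probe sets of Fgf4 were below 5, the highest at 4.30, and with the median over its probe sets Fgf4 was at 4.25. Of 3 ectoderm genes, only Pax6 was above 5, at 5.66 ± 0.04, and its other 4 probe sets were below 5. Sox1 was at 5.07 ± 0.16, with its other probe set at 3.38, and Gbx2 at 4.33 ± 0.08. In all, 20 of 27 different genes were above 5. With a limit of 8, the count was 7. Among the genes above 5, Zfp42, Gsc, Cer1, Evx1, Fgf4, Mesp1, Kdr, Meox1 and Pax6 lay below the highest chemosensory receptor gene, Vmn1r44 at 6.92. The others above 5 lay above that level. Several genes stand in more than 1 stage, so the stages are not independent, and no stage was tested against another.

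**Figure D1:**
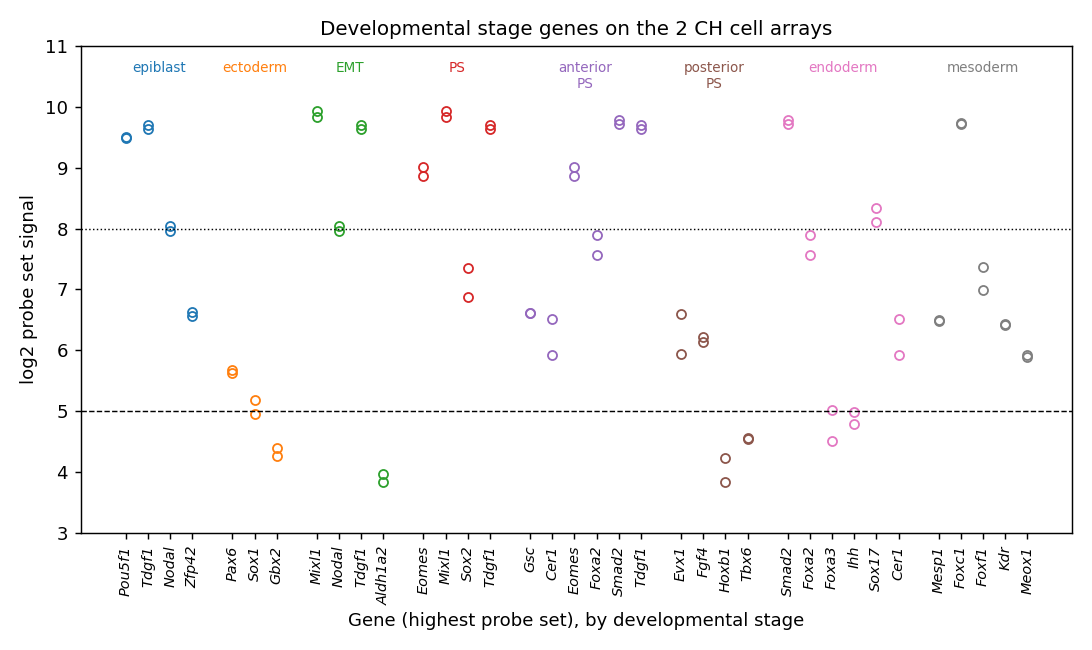
Log2 probe set signal of the genes of Fig. 3j in CH cells, with 1 circle for each of the 2 arrays and the highest probe set per gene, grouped along the horizontal axis by developmental stage. The dashed line marks 5 and the dotted line 8 (log2). Mixl1 lies near 9.88 and Aldh1a2 near 3.90.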

Analysis of the developmental signature using the LifeMap Discovery database^36^ indicated that CH cells expressed high levels of cell markers of the epiblast developmental stage, as well as of the downstream primitive streak (PS), anterior PS, and mesoderm stages (Fig. 3j).

Given the ability of CH cells to circulate in healthy conditions and their transcriptome profile, we tested their functional capacity to migrate toward wounded sites and to differentiate into a broad spectrum of tissue-specific cells. First, we isolated CH cells from the peripheral blood of transgenic naive mice that ubiquitously express the Red Fluorescent Protein (RFP) (Supplementary Fig. S2a–S2c), using the same flow cytometry strategy described in Fig. 1a–f. Vybr^pos^RFP^pos^ cells within the Lin^neg^CD45^neg^ gate were sorted (Supplementary Fig. S2d and S2e). Next, we intravenously (i.v.) injected hundred and fifty thousand RFP^pos^ CH cells in syngeneic WT mice 20 hours after femoral fracture (Fig. 4a,b). The injection time was chosen according to the decrease of CH cells observed in the blood stream of fractured mice (Fig. 1h). Twenty-four days after fracture induction, the minimal time required for the formation of a hard callus within the mouse fracture site^37^, the homing and engraftment of the transplanted cells (visualized by the RFP signal) were evaluated.

The morphology examination of the healed fracture showed the general features of a hard callus, composed of multiple immature fragments of deposited bone intervened by fibrocartilaginous matrix (Fig. 5a). The immunofluorescence analysis of sections of the snap frozen tissue revealed the presence of several cells expressing an endogenous RFP signal and embedded in the bone matrix of the hard callus (Fig. 4c–f). Some of these RFP^pos^ cells co-expressed Runx2, a transcription factor known to be up-regulated during the early stage of osteogenesis^38^. Indeed, Runx2 is a key factor maximally expressed at initial stages of osteoblast maturation. RFP^pos^ Runx2^pos^ osteoprogenitors were interspersed with RFP^pos^ Runx2^neg^ cells, suggesting that some of the injected cells that were present in the bone matrix could have reached a more advanced osteogenic differentiation stage and lost the expression of that early marker (Fig. 4c–f). RFP^neg^ Runx2^pos^ cells were also detectable, possibly corresponding to recipient’s osteoprogenitors (Fig. 4c–f). No RFP signal was detected in the contralateral femurs of cell-injected mice (Fig. 4g–j). A more accurate visualization of the tissue was made by immunohistochemistry in decalcified paraffin embedded tissue sections looking for a marker of the late stage of osteogenesis such as osteocalcin. We confirmed the presence of fully differentiated tissue-specific RFP^pos^ cells in the matrix of the bone callus (Fig. 5b and Supplementary Fig. S3a–S3c). Other than the femur, additional tissues were damaged during the surgical procedure. These included the knee’s region as a consequence of the insertion of the needle stabilizer and the muscle tissue that was incised to access the femur (Fig. 5a). Thus, we evaluated the capacity of injected cells to migrate and engraft also in these additional damaged tissues. Tissue-specific RFP^pos^ cells were also identified in the articular cartilage (Fig. 5c and Supplementary Fig. S3d–S3f), as well as in the muscle tissue adjacent to the callus of the fractured paw (Fig. 5d, Supplementary Fig. S3g–S3i, and S4b). These data, along with the absence of RFP^pos^ cells in the circulation of mice 24 days post-fracture induction (Supplementary Fig. S2f–i), indicate the ability of CH cells of homing and engrafting in the damaged tissues and of giving rise to different types of tissue-specific cells. It is worthy of note that also by immunohistochemistry no RFP^pos^ cells were detected in the contralateral femurs of fractured and cell-injected mice (Fig. 5e–g). RFP^pos^ cells were not detected also in the fractured femurs of PBS-injected mice (Fig. 5h–j). CH cells positively contributed to the repair of the damaged tissues. Indeed, 42% of the articular chondrocytes and 45% of the osteoprogenitors expressed the RFP (Supplementary Fig. S4a).

Taken together, these results indicate that: (i) a rare and undifferentiated cell population involved in tissue healing is constitutively present in the peripheral blood of mice; (ii) the injury signals are sufficient to specifically direct their recruitment to the lesion site; (iii) the peculiar local microenvironment could determine their differentiation and appropriate integration into the specific tissue. Indeed, in our system the intrinsic characteristics coupled with the data from the whole genome analysis, lead to consider CH cells as a potential and novel source of connective tissue precursors able to differentiate toward different cell types, i.e. bone, cartilage, and muscle, in response to the tissue-specific microenvironments.

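On the CH cell arrays, most genes of connective tissue were well above the limit of 5 with their highest probe set. Genes of bone, cartilage and muscle precursors that were matched were mostly near or below that limit. Probe affinity can add to this difference, and the lists were not tested against each other. Of 18 genes of mesenchymal cells, 17 were above 5 and 13 above 8 on both arrays. Col1a2, a chain of type I collagen, had a level of 14.27 ± 0.03 (SD, n = 2 arrays), and Fn1, which encodes fibronectin, one of 13.93 ± 0.09. Sparc, a matrix protein of bone, was at 12.85 ± 0.03 and Col3a1, the chain of type III collagen, at 12.83 ± 0.14. The lowest probe sets of these 4 genes were at 5.89, 8.26, 6.40 and 9.23. The gene not above 5 was Lepr, the leptin receptor, named after its value was seen, at 4.90 ± 0.06. Of 11 precursor genes with a probe set, 6 were above 5. Runx2, which the paper stained in osteoprogenitors, is not among these 11, so its level is not known here. Sox9, a factor of cartilage formation, was at 7.93 ± 0.05, with its other probe sets at 5.63 and 3.85. Alpl, the alkaline phosphatase of bone, was at 5.88 ± 0.09, Sp7, a factor of osteoblasts also called osterix, at 5.68 ± 0.08, and Col2a1, the collagen of cartilage, at 5.33 ± 0.09. Among the factors of muscle precursors, named after their values were seen, Pax3 was at 5.28 ± 0.005 and Myod1 at 5.23 ± 0.02, with all their other probe sets below 5, while Pax7 was at 3.97 ± 0.01 and Myf5 at 3.18 ± 0.13. With the limit set at the 95th percentile of chemosensory receptor probe sets, 3 of the 11 remained above it, and with a limit of 6 only 1. The same counts above 5, 17 and 6, came from limma at an adjusted p under 0.05, both over all probe sets and adjusted over the list alone.

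**Figure D2:**
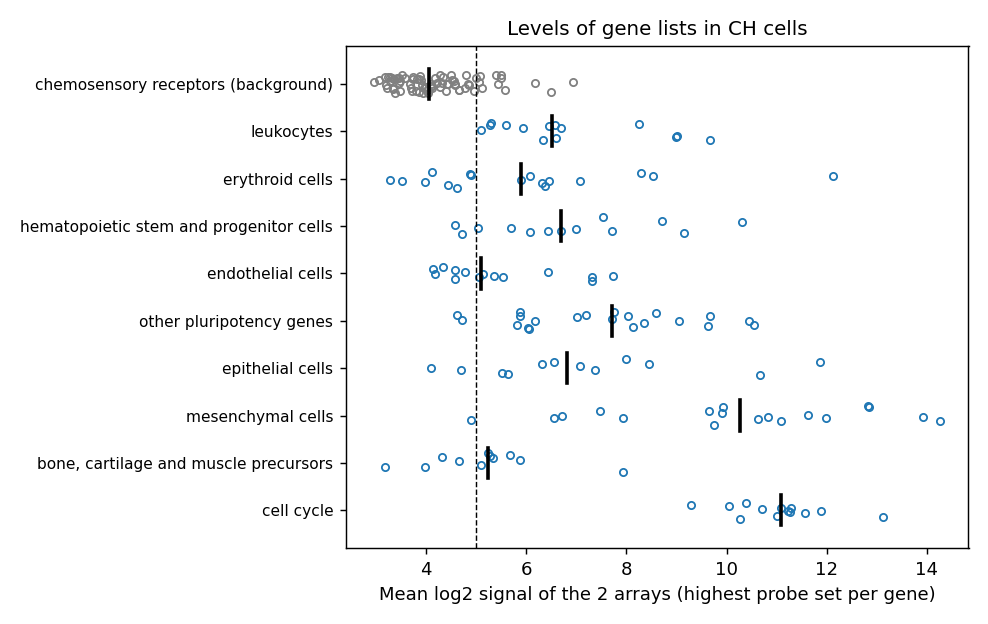
Mean log2 signal of the 2 CH cell arrays for genes of 10 lists, with 1 circle for the highest probe set of each gene and a black bar at the list's median. The dashed line marks 5 (log2). The medians are 10.28 for mesenchymal genes, 5.23 for precursor genes and 4.06 for chemosensory receptors, and probe affinity adds to the differences between genes.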

Our findings are in line with the idea that the specific recruitment of endogenous progenitors could enhance tissue repair or regeneration throughout the lifespan of the individual. Resident stem/progenitor cells function to maintain and, in some cases, repair tissues. Indeed, it has been described that when resident progenitors are depleted or dysfunctional, a premature tissue and aberrant repair occur^2^,^39^. This study raises the intriguing possibility that if we could understand how microenvironmental cues, as the ones generated by the injury event, enhance stem/progenitor cell function, we could then exogeneously manipulate these same mechanisms to promote tissue repair. Otherwise, this has been a very successful approach in the hematopoietic compartment, in which Granulocyte-Colony Stimulating Factor (G-CSF) is used clinically to mobilize hematopoietic precursors^40^.

The deep comprehension of the reciprocal interactions between microenvironmental signals and CH cells could lead to manipulate these mechanisms to promote tissue repair. If a comparable cell population were to be identified also in the human peripheral blood, we anticipate that it could be used in the future as an effector of therapeutic tissue regeneration as well as in the repair of tissue defects caused by disease or trauma.

## Methods

### Mice

C57Bl/6 (MHC H2b haplotype) mice were purchased from Charles River Laboratories (Calco, Italy). Red fluorescent protein-transgenic (RFP-Tg) mice (B6.Cg-Tg(CAG-DsRed*MST)1Nagy/J) were purchased from The Jackson Laboratory (Bar Harbor, MA, USA). We used female and male mice between 5 and 8 weeks of age. Mice were bred and maintained at the Animal Facility of “IRCCS Azienda Ospedaliera Universitaria San Martino – IST Istituto Nazionale per la Ricerca sul Cancro”. All animal procedures were approved by the“IRCCS Azienda Ospedaliera Universitaria San Martino – IST Istituto Nazionale per la Ricerca sul Cancro” Ethical Committee and performed in accordance with the national current regulations regarding the protection of animals used for scientific purpose (D. Lgs. 4 marzo 2014, n. 26, legislative transposition of Directive 2010/63/EU of the European Parliament and of the Council of 22 September 2010 on the protection of animals used for scientific purposes).

### Isolation of Circulating Healing (CH) cells

CH cells were isolated from the peripheral blood (PB) of non-fractured (naïve) WT and RFP-Tg mice, and from fractured WT mice at different times post-fracture induction (16, 24, 72 hours). Mice were anesthetized with an intraperitoneal injection of 100 μl/20 gr b.w. of stock solution containing ketamine HCl (100 mg/kg), xylazine (10 mg/kg), and PB was harvested from the retro-orbital vein and collected into heparin-coated tubes. Whole PB samples were lysed twice using a BD Pharm Lyse (BD Biosciences, Milan, Italy). The peripheral blood mononuclear cells (PBMCs) derived from each experimental group were pooled together (five mice/group) and stained for Fluorescence-activated cell sorting (FACS) analysis. Experiments were repeated at least four times.

### FACS and cell sorting

To determine the amount of Lin^neg^CD45^neg^Vybr^pos^ (CH) cells, PBMCs derived from fractured and naive mice were collected in FACS buffer (PBS containing 2% heat-inactivated foetal bovine serum) and stained for 10 min at 4 °C with Lineage Cell Detection Cocktail-Biotin antibody (Lin), (Miltenyi Biotec, Bergish Gladbach, Germany). A Streptavidin PE-Cy7 (eBioscience, San Diego, CA, USA) was used for indirect staining to detect the biotinylated antibody cocktail. After washing, cells were stained with APC rat anti-mouse CD45 antibody (clone 30-F11) (BD Biosciences). A double staining with Vybrant DyeCycle Green Stain and Sytox AADvanced Dead Cell Stain (Molecular Probes, Milan, Italy) was used to discriminate debris, live and dead cells. A set of microsphere suspensions (2, 4, 6 μm) (Molecular Probes) was used as size references.

CH cells were sorted, with high purity mask, from naive and RFP-Tg mice. All experiments were performed on BD FACSAria II. Data were analyzed using BD FACSDiva software.

### Mouse Femoral Fracture model and CH cell injection

All surgical procedures were performed under anesthesia and normal sterile conditions. Briefly, mice were anesthetized using the same regimen above described and a lateral parapatellar knee incision on the right hindlimb was made in WT C57Bl/6 mice to expose the distal femoral condyle. A medullary rod was placed via the intercondylar fossa and the stabilizer needle (27-gauge) was inserted. A transverse mid-diaphyseal femoral shaft fracture was created, and the skin incision closed with 5–0 nylon sutures. The mice received post-operative analgesia (Buprenorphine 0.1 mg/kg SC q 12 h), and unprotected weight bearing was allowed immediately post-operation. Postoperative radiographic assessment was performed and the mice with incomplete fracture were excluded from further analysis. Hundred and fifty thousand RFP^pos^ CH cells were intravenously (i.v.) injected in syngeneic WT mice 20 hours post-fracture induction.

### Histology and Immunofluorescence analysis

For isolated single cell analysis, CH cells were sorted onto glass slides at 30.000 events per slide, air-dried and fixed with 1:1 Acetone/Methanol fixative (−20 °C, 10 minutes). The DNA of sorted cells was counter-stained with DAPI (Abbott Molecular Inc, Des Plaines, IL, USA) to trace the outline of the nuclei. Image of cells were captured using an Axiovert 200 M microscope (Zeiss, Germany).

Bilateral femurs derived from fractured and cell-injected mice were harvested and embedded in OCT compound, snap frozen in liquid nitrogen, and stored at −80 °C for immunofluorescence analysis. Mouse femurs in OCT blocks were sectioned, and 5 μm serial sections were collected on slides followed by fixation with 4% formaldehyde at room temperature for 15 minutes. After washing with PBS, sections were covered with ice-cold 100% methanol at −20 °C for 5 minutes and treated with a blocking buffer (1× PBS/5% normal goat serum/0.3% Triton X-100) for 60 minutes. Immunofluorescence staining was performed using a Runx2 rabbit mAb (Cell Signaling Technology, Milano, Italy) followed by a Alexa Fluor 633-conjugated goat anti-rabbit IgG Alexa Fluor 633-conjugated secondary antibody (Thermo Scientific, Rockford, IL, USA). A DAPI solution was applied for 5 minutes for nuclear staining. Images were captured using an Axiovert 200 M microscope (Zeiss, Germany).

For tissue immunohistochemistry analysis, paws of fractured and control mice were decalcified with a decalcifying solution (code 52544, prepared at “Farmacia Azienda Ospedaliera San Martino”, Genova, Italy) and embedded in paraffin using standard histological techniques. Four-micrometer serial sections were cut longitudinally. Sections were stained with H/E. To detect the presence of RFP-positive CH cells within fractured or contralateral femurs, knee, and muscle, 4-μm sections were treated with rabbit polyclonal anti-RFP antibody (1:100) (Molecular Probes Europe BV, Leiden, The Netherlands), followed by EnVision+ System-HRP Labelled Polymer anti-rabbit antibody (Dako, Carpinteria, CA, USA). To detect the presence of cartilaginous and bone tissues, we used a polyclonal rabbit anti-mouse collagen type II antibody (1:300) (Chemicon International, Temecula, CA), and a polyclonal rabbit anti-bovine bone Osteocalcin (1:200) (provide by Larry Fisher, NIH, Bethesda, USA) respectively. Muscle fibers close to the hard callus were detected using a rabbit polyclonal anti-dystrophin antibody (Santa Cruz Biotechnology, Heidelberg, Germany). RFP+/Dystrophin+ muscle fibers were also detected by double immunohistochemistry revealing the HRP-conjugated secondary antibody used for the anti-RFP antibody with the 3,3′ diamino benzidine (DAB) (Dako, Carpinteria, CA, USA) in brown and the AP-conjugated secondary antibody used for the anti-dystrophin antibody with BM purple (Sigma Aldrich, Milano, Italy) in light blue. Negative controls with pre-immune serum were run in parallel. Images were captured by transmitted light microscopy with an Olympus C3030 digital camera and Camedia Master Olympus software.

### Cell quantification analysis

Six random fields per callus and per knee of fractured and cell-injected mice were analyzed by using ImageJ Tool to calculate the number of RFP^pos^ cells within the outlined bone matrix area and within the outlined articular cartilage, respectively. The outlined areas were referred as region of interest (ROI). Results were expressed as percentage of RFP^pos^ and RFP^neg^ cells in a ROI of 0.06 mm^2^ for the hard callus and in a ROI of 0.02 mm^2^ for the knee.

### RNA extraction and Real-Time PCR analysis

Total RNA was extracted from CH cells using the RNeasy® Micro Kit (Qiagen, Milano, Italy) according to the manufacturer’s instructions. For the reverse transcription (RT) reactions and cDNA synthesis, 2 μg of total RNA was used in the Omniscript® RT kit (Qiagen, Milano, Italy) following the manufacturer’s instructions. The gene expression analysis was performed by Real Time-PCR using the PE ABI PRISM 7700 sequence detection system (Perkin-Elmer, Waltham, MA) and SYBR Green (Applied Biosystems, Foster City, CA). The sequences of forward and reverse primers were as follows: Oct4, 5′-ACATCGCCAATCAGCTTGG-3′ and 5′AGAACCATACTCGAACCACATCC-3′; Nanog, 5′-AAGATGCGGACTGTGTTCTC-3′ and 5′-CGCTTGCACTTCATCCTTTG-3′; Sox2, 5′-AAGGGTTCTTGCTGGGTTTT-3′ and 5′-AGACCACGAAAACGGTCTTG-3′; Klf4, 5′-GAAGACCAGGATTCCCTTGA-3′ and 5′- CCAAGCACCATCATTTAGGC -3′. The expression of GAPDH (5′-TGTGTCCGTCGTGGATCTG-3′ and 5′-GATGCCTGCTTCACCACCTT-3′) was examined as endogenous control. Relative transcript levels were calculated from the relative standard curve constructed from stock cDNA dilutions and divided by the target quantity of the calibrator following manufacturer’s instructions.

### Gene expression profiling

Gene expression profiles were generated using Affymetrix MG 430.2 microarrays. Total RNA was extracted from approximately 100.000 CH cells. cRNA for hybridisation was prepared using the GeneChip® 3′ IVT PLUS Reagent Kit and following the instructions provided by Affymetrix (Santa Clara, CA). Hybridisation and scanning were performed following standard procedures recommended by Affymetrix. The data were deposited in the Gene Expression Omnibus repository (www.ncbi.nlm.nih.gov/geo/), accession number: GSE64835. For data analysis CH cell array data were normalised together with raw data from GSE2981, GSE27787, GSE43042, GSE6933, GSE47935 datasets using RMA algorithms with quantile normalisation implemented in R/BioConductor. Quantile normalization forces the data of all chips analysed into the same distribution thereby minimising batch effects and is therefore best suited to compare data from different sources. Significantly differentially expressed genes were identified after filtering of non-expressed genes using Significance Analysis of Microarrays implemented in TMEV and visualized by hierarchical clustering after removal of genes with expression values below 5 (log2) throughout the entire dataset using Pearson correlation distance and average linkage. Principal component analysis was performed in R (library rgl) on the 5000 genes with highest standard deviation. Volcano plots were generated in R (library a4Base). Absolute expression values were used for generating heatmaps for germ layer specific and pluripotency associated genes.

### Statistical analysis

One-way ANOVA and Tukey’s multiple comparisons test were applied to calculate the statistical significance of percentage of CH cells isolated from the different experimental groups by FACS. An unpaired two-tailed Student’s t-test was used to evaluate the statistical significance of Sox2, Oct4, Nanog and Klf4 expression date obtained using real time-PCR after calculation of the averaged gene/internal GAPDH ratio. Statistical significance was set at p < 0.05. All statistical analyses were performed using GraphPad Prism Version 6.0a (GraphPad Software, La Jolla, CA, USA).

## Additional Information

**How to cite this article**: Sicco, C. L. *et al.* Identification of a New Cell Population Constitutively Circulating in Healthy Conditions and Endowed with a Homing Ability Toward Injured Sites. *Sci. Rep.* **5**, 16574; doi: 10.1038/srep16574 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
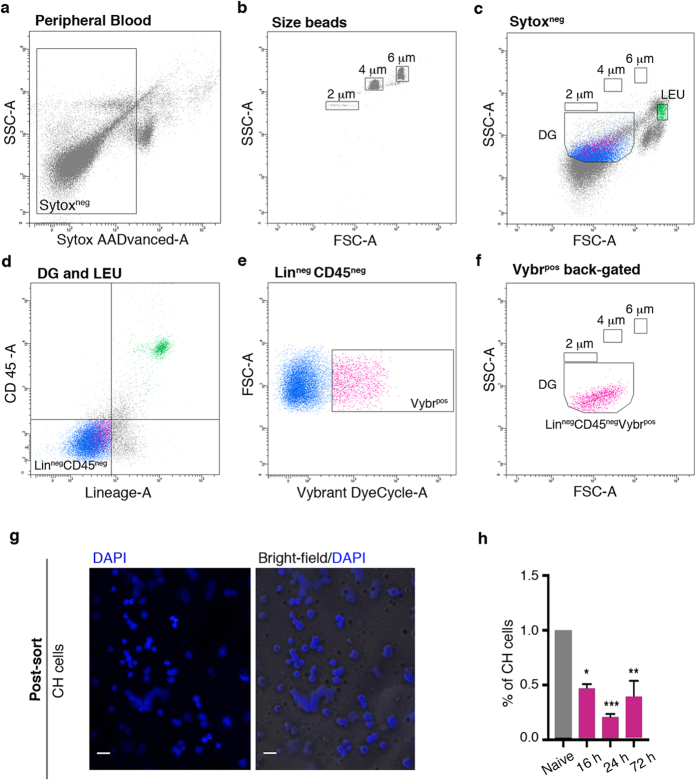
Small-sized Lin^neg^CD45^neg^Vybr^pos^ cells circulate in healthy mice and their percentage in the peripheral blood decreases after fracture induction. (**a**–**f**) Representative flow cytometry strategy used to identify Lin^neg^CD45^neg^Vybr^pos^Sytox^neg^ (CH) cells in the peripheral blood of C57Bl/6 mice. DG, dimensional gate; LEU, leukocytes (internal positive control). (**g**) DAPI staining (left panel) and overlay of DAPI and bright-field (right panel) on post-sorted CH cells. Magnification 60X; scale bar, 20 μm. (**h**) Histogram shows the percentage of CH cells identified in the peripheral blood of 20 naive mice (n = 5 independent experiments) and 60 fractured mice after 16, 24, and 72 hours post-damage induction (20 mice/considered time point; n = 5 independent experiments). Data are presented as mean ± SD. *P = 0.0105; **P = 0.013; ***P = 0.0004.

**Figure 2:**
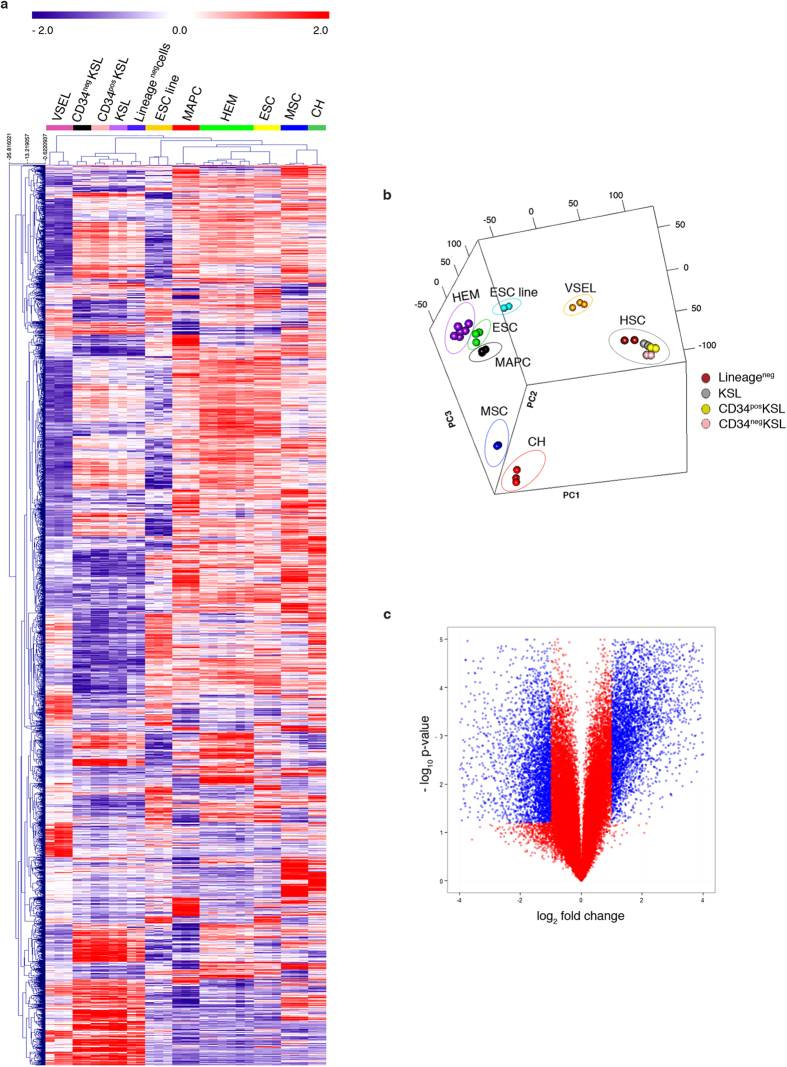
Characterization of CH cells by genome-wide microarrays. (**a**) Dendrograms show the hierarchical clustering, based on differentially expressed genes, of embryonic stem cell (ESC) line, ESC primary culture, c-kit^+^Sca-1^+^lineage marker^−^ cells (KSL), CD34^neg^ KSL, CD34^pos^ KSL, Lineage^neg^ cells, hemangioblasts (HEM), very small embryonic-like stem cells (VSEL), multipotent adult progenitor cells (MAPC), mesenchymal stem cells (MSC), and CH cells. (**b**) Principal component analysis of the 5000 genes with highest standard deviation for the samples mentioned in panel (**a**). (**c**) Volcano plot shows gene expression differences between CH cells and MSC. Log 2 gene ratios are plotted against negative log 10 P values.

**Figure 3:**
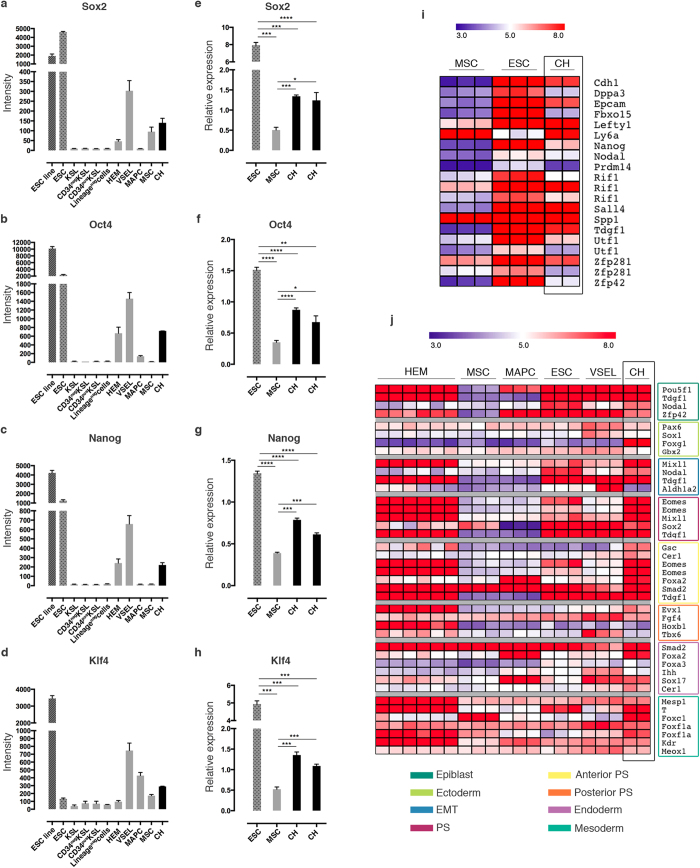
CH cells express key pluripotency genes and, characteristically, genes expressed at the epiblast stage during embryo development. (**a**–**d**) Analysis of the normalized array intensity levels of the stemness genes Sox2 (**a**), Oct4 (**b**), Nanog (**c**), and Klf4 (**d**) in the above mentioned cell populations. (e-h) The significant expression of the stemness genes in CH cells was confirmed by quantitative PCR analysis, comparing the gene expressions with MSC and ESC. (**e**) *P = 0.0142; ***P < 0.0007; ****P < 0.0001. (**f**) *P = 0.0225; **P = 0.0016; ****P < 0.0001. (**g**) ***P < 0.0003; ****P < 0.0001. (**h**) ***P < 0.0004. (**i**) Heatmap shows the differential expression of the main pluripotency-associated genes between ESC, MSC, and CH cells. (**j**) Heatmap shows the comparison of developmental-specific gene expressions among HEM, MSC, MAPC, ESC, VSEL, and CH. In the case of genes that were represented in the arrays by multiple probe sets, the signal intensity of all present probes is displayed. EMT, epithelial-mesenchymal transition; PS, primitive streak.

**Figure 4:**
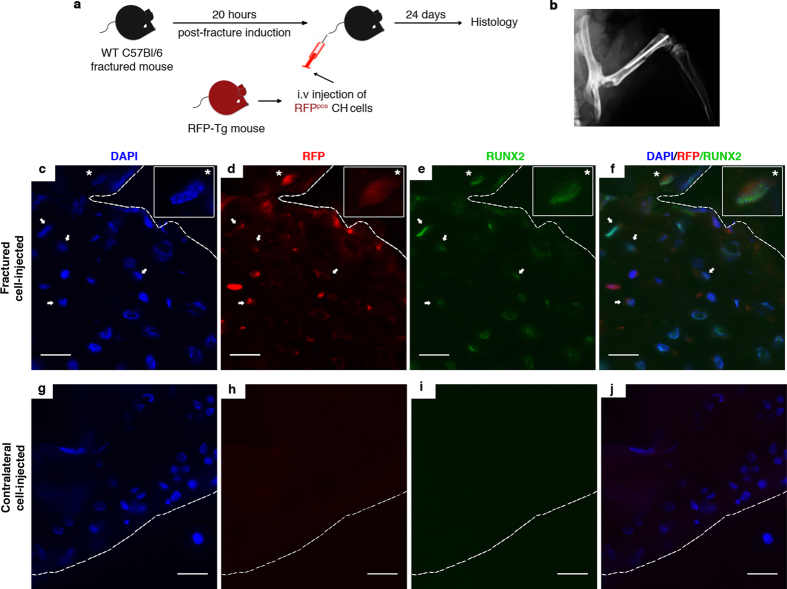
RFP^pos^ CH cell engraftment within the hard callus. (**a**) Schematic depicting systemic cell transplantation methodology. (**b**) Representative X-ray of the femoral osteotomy and internal fixation of the bone. **(c–f)** Triple fluorescence images showing signals from DAPI (blue) (**c**), endogenous RFP (red) (**d**), anti-Runx2 (green) (**e**) in the hard callus of fractured cell-injected mice. Overlap between DAPI, RFP, Runx2 is shown in panel **f**. White inset boxes in the panels show a higher magnification of a representative cell co-expressing DAPI, RFP, and Runx2 signals (white asterisk in the main panels). White arrows indicate RFP^pos^ Runx2^pos^ CH cells. **(g**–**j)** Triple fluorescence images showing signals from DAPI (blue) (**g**), endogenous RFP (red) (**h**), anti-Runx2 (green) (**i**) in the contralateral femur of fractured cell-injected mice. Overlap between DAPI, RFP, Runx2 is shown in panel (**j**). Magnification 40X, scale bar 20 μm.

**Figure 5:**
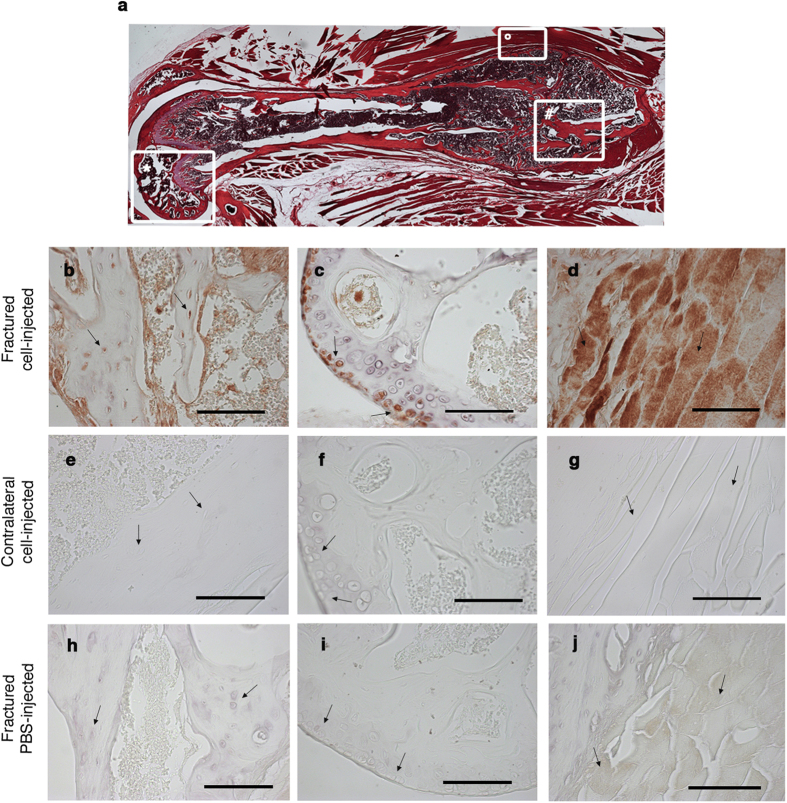
RFP^pos^ CH cells actively participate in tissue healing. (**a**) Serial hystology sections (magnification 5X) from the resulting fracture callus formed 24 days after the osteotomy. #hard callus; °muscle tissue surrounding the callus; *knee region. (**b**,**e**,**h**) Representative anti-RFP immunostaining of the hard callus region derived from fractured and cell-injected mouse (**b**), corresponding region of the contralateral paw of the same mouse (**e**), and the hard callus region derived from the fractured and PBS-injected mouse (**h**). Black arrows indicate osteoblasts within the bone matrix. **(c**,**f**,**i)** Representative anti-RFP immunostaining of the knee region derived from fractured and cell-injected mouse (**c**), contralateral paw of the same mouse (**f**), and fractured and PBS-injected mouse (**i**). Black arrows indicate articular chondrocytes. **(d**,**g**,**j)** Representative anti-RFP immunostaining of the muscle tissue derived from fractured and cell-injected mouse (**d**), contralateral paw of the same mouse (**g**), and fractured and PBS-injected mouse (**j**). Black arrows indicate muscle fibers. Magnification 40X, scale bar 100 μm.

How the deposited data were processed for this re-analysis (not part of the article)

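RNA of CH cells sorted from mouse blood was measured on 2 Affymetrix whole-genome mouse arrays, each from a separate pool of mice. The authors deposited log2 signals per probe set. According to the methods, the CH cell arrays were normalised by RMA with quantile normalisation together with 5 public series, but that the deposited log2 values come from that run is not given in the sources used here, nor are the versions of the tools. The arrays of the other cell populations were not analysed here, so no comparison between populations was made. The file names 45101 probe sets, of which 64 are controls. Of the others, 34945 name 1 gene in the platform annotation, 932 name several and 9160 were not listed. Only probe sets that name 1 gene were used for genes, and 18193 genes had at least 1. Gene symbols were updated through Entrez identifiers to those of the assembly GRCm38.p6, which matched 34754 probe sets and changed 0 symbols. In the erythroid list, probe sets of the paralogs Hba-a2 and Hbb-b2 were counted under Hba-a1 and Hbb-b1. Coordinates are not printed because no build is named for the values.

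A gene was called above the limit when at least 1 of its probe sets was above 5 (log2) on both arrays. The paper removed genes below 5 throughout its entire dataset before clustering, and its text does not name the limit behind its filter of non-expressed genes. The use of 5 on the CH cell arrays alone was chosen here. The probe set with the highest mean stood for the level of a gene. With limma 3.58.1 in R 4.3.3, the mean of each probe set was set against 5 in a fit with an intercept alone, with empirical Bayes moderation and Benjamini-Hochberg adjustment over 45037 probe sets, two-sided, at an adjusted p under 0.05. Tested on simulated data, with levels raised to 1 or 2 above the limit in 100 probe sets each, both the call on 2 arrays and limma recovered 100% of them, and of 18295 probe sets simulated at or below the limit, 0.864% were called on both arrays and 0.0656% by limma. Both steps are large beside the SD of 0.20 of the difference between the arrays. Smaller steps were not simulated, so recovery closer to the limit is not known. The simulation covers noise between the arrays and not background signal of probe sets, and on the arrays limma called 8 of 74 chemosensory receptor genes. No adjustment over the list alone was made for genes read from Fig. 3i and Fig. 3j. Lists of genes of pluripotency, blood cells, other cell types, receptors and the cell cycle, together with 2 background lists, were fixed before the data were examined. The median of a list was placed among 10000 random lists of as many genes, as a description of these arrays with no p-value. Differences between the arrays were described by list in the same way, with random lists matched on mean level in 20 bins. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

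Named were all genes that the paper names for CH cells, up to 4 genes with the highest mean of each list, Ptprc, Cd34, Kit and the targets of the lineage antibodies, the 20 genes with the highest mean, and the 10 with the largest difference between the arrays among genes above 5. Genes of the sex chromosomes were added after the data were seen, and some genes of other lists, among them erythroid genes, were named then as well. Counts of genes by list were repeated with limits of 6 and 8 and with limma. Limits at the 95th percentile of either background list (5.50 and 5.88) were used as well. The counts were also repeated after quantile normalization of both arrays together, with each array left out and with the median over the probe sets of a gene. A last repeat left out probe sets ending in _s_at or _x_at. The count of probe sets was repeated in the same ways, except with that median and that last repeat. For Fig. 3j only the count over all stages was repeated. The count over all genes was repeated only with a limit of 8 (6738 genes, 37.0%). Those of the background lists and of the sex chromosomes were repeated only with a limit of 8 and with limma. Some genes of the lists had no probe set naming them alone and were not analysed here.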

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

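The levels of the 3' and 5' probe sets of Actb and Gapdh and the differences between the arrays by list were planned, and the tests of explanations made from them, like the other tests in this part, were chosen after the levels were seen. Genes of mesenchymal cells had a median level of 10.28 and genes of the cell cycle one of 11.08. Both lists stood out because their medians lay above those of all 10000 random lists of as many genes, as a description of these arrays, and because the paper does not discuss these genes on the CH cell arrays. The housekeeping genes, taken as a control, also lay above all of their random lists.

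Genes of pluripotent cells and of mesenchymal cells lay far above background on the same arrays, but against random lists of genes only the mesenchymal list of these stood out. The other pluripotency genes had a median of 7.72 at the 80.7th percentile, those named in the text one at the 57.7th and the 4 factors of stemness one at the 81.9th. The early ESC genes named in the text came closest to standing out, with a median of 9.50 at the 94.1th percentile. Probe affinity can add to these differences between lists, so the percentiles describe signals and do not rank transcripts by abundance. Signal of probe sets with no transcript is argued against for each list as a whole, though not for each gene, because the median over the list of the median probe set per gene, without _s_at and _x_at probe sets, was 6.46 for 20 further pluripotency genes and 8.63 for 18 mesenchymal genes, while the highest of 10000 lists of as many chemosensory receptor genes, drawn with replacement, reached 4.85 and 4.92 (13 of 20 and 17 of 18 genes were above 5.53, the receptor genes' 95th percentile). Material present in 1 pool only is argued against as well, since the lists' median differences between array 1 and array 2 were -0.018 and 0.039, and the largest difference of any gene was 0.47 and 0.40, where such material would need at least the height of the lists over nearly all background lists, 1.963 and 4.12. The mesenchymal difference lay at the 95.1th percentile of random lists matched on level, and unequal shares in both pools stay open. Whether each pool held 2 kinds of cell or 1 kind with both sets of genes cannot be told apart with 2 arrays of pooled RNA, and with 1 condition no biological explanation was tested.

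The submitters' notes give mice of both sexes, and Xist was at 6.11 with its highest probe set and at 3.90 and 3.74 with the others, while the Y-linked gene Eif2s3y was at 6.46 and 3.25 and Kdm5d and Uty reached 3.96 and 4.06. Intact and degraded RNA cannot be told apart with Actb and Gapdh, because their mean log2 difference of 0.11 between 3' and 5' probe sets comes from signals in the top 1% of the arrays, where a difference can be compressed. For pyruvate carboxylase, the only other mouse control in the range set before its value was seen, the difference was 1.14, a size that degraded RNA would give, but 7 of 8 pairs of bacterial poly-A control probe sets also reached 1, with a median of 1.52, and the mouse controls outside that range, of the transferrin receptor and 18S ribosomal RNA, were at 0.38 and -1.19, so degradation stays open. RNA of another source under this label cannot be told apart from the labelled one either, because there is no array of known sex to set these values against. The paper's quantitative PCR also reports expression of Sox2, Oct4, Nanog and Klf4 in CH cells (Fig. 3e-h), the same way as the arrays, which does not settle it. No biological explanation was tested.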

How the results depend on the processing

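The alternatives were set before the data were examined, apart from the single probe sets of Klf4, Nodal and Epcam, the omission of either array for the 3' and 5' probe sets of Actb and Gapdh, and the count of erythroid genes without paralogs. No paired analysis was possible because there is 1 group of arrays. Quantile normalization of both arrays and the removal of _s_at and _x_at probe sets moved no count by over 1.5 times. Where counts changed with another limit, its construction sets the direction, since a higher limit admits fewer genes. At a limit of 8, the counts fell to 10980 probe sets, 2 stemness genes, 1 pluripotency gene of the text, 9 other pluripotency genes, 0 genes of primordial germ cells, 4 of leukocytes, 1 of T cells, 0 of B cells, 0 of NK cells, 2 of monocytes, 0 of neutrophils, 3 of erythroid cells, 0 of platelets and megakaryocytes, 3 of hematopoietic stem and progenitor cells, 0 of endothelial cells, 3 of epithelial cells, 0 of bone, cartilage and muscle precursors, 2 homing and adhesion receptors and 7 stage genes of Fig. 3j. At a limit of 6, they fell to 3 for T cells, 2 for B cells, 0 for NK cells, 3 for neutrophils, 4 for platelets and megakaryocytes, 4 for endothelial cells and 1 for precursors. At the 95th percentile of retina, lens and sperm probe sets, they were 3 for T cells, 2 for B cells, 0 for NK cells, 3 for neutrophils, 6 for platelets and megakaryocytes, 4 for endothelial cells and 1 for precursors. At that of chemosensory receptors, they were 0 for NK cells, 4 for endothelial cells and 3 for precursors. With limma the count for NK cells was 0, since Nkg7, the only gene counted, was at 5.15 with an adjusted p of 0.13. With the median over the probe sets of a gene, the count for B cells was 3. Lower probe sets brought down Ighm, Cd22 (probe sets at 5.81 and 3.63) and Pax5 (5.50 and 4.52). With 1 array left out, lineage antibody targets ranged from 0 to 1 and NK cell genes from 1 to 3, where a gene needs to pass on 1 array only, so a count cannot fall. With only probe sets under the listed symbol, 8 erythroid genes of 16 were above 5. The correlation of the arrays was 0.9963 over probe sets above 5 and 0.9924 as Spearman's rho. Of the lists set against random lists matched on level, 0 stood apart between the arrays, and 3 did when only genes above 5 were used, for which the cause was not tested. Of 16 genes named by the paper that had several probe sets, the median over them moved the level of 15 by more than its SD, and Foxf1 stayed within it. Signal over background limits all counts near 5, where background genes also pass.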

Differences from the paper's values

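Readings of the figures are by eye, and the intensity bars were measured against their axes to about 1 pixel. For Klf4, the intensity was 602 here with the highest probe set, against the paper's about 290 in Fig. 3d. Of the alternatives set before the data were examined, the median over both probe sets, with 417, fell within 1.5 times of the paper's value, and leaving out either array or quantile normalization did not. The other Klf4 probe set alone, chosen after seeing the values, gave 289. For Sox2, Oct4 and Nanog, intensities of 140, 721 and 221 were within 1.5 times of the paper's bars.

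In Fig. 3i the colours give lower log2 levels than the deposited values for all 9 genes read, by 0.51 to 3.20 with a median of 1.98. With that median, chosen after seeing the values and taken from the same 9 genes, subtracted from each level, 7 of the 9 fell within 1.5 times of the paper's readings, and Nodal and Prdm14 did not. For Cdh1 the level was 9.33 here and about 7.3 in the paper's Fig. 3i. Dppa3 was at 6.02 here and at about 4.5 in the paper's Fig. 3i. Epcam was at 9.10 here and at about 7.1 in the paper's Fig. 3i. Fbxo15 was at 5.60 here and at about 4.2 in the paper's Fig. 3i. For Nanog the level was 7.78 here and about 5.8 in the paper's Fig. 3i, while the paper's own bar in Fig. 3c, about 220, matches the 221 found here. Nodal was at 8.00 here and at about 4.8 in the paper's Fig. 3i. Tdgf1 was at 9.66 here and at about 7.6 in the paper's Fig. 3i. Zfp42 was at 6.59 here and at about 4.8 in the paper's Fig. 3i. Differences were judged on the linear scale, and none of the alternatives set before the data were examined brought any of these 8 genes within 1.5 times. The other Epcam probe set alone, chosen after seeing the values, gave 7.24, within 1.5 times of the paper's, and the other Nodal probe set, chosen likewise, gave 6.64 and did not. The text of the paper lists Prdm14 among the genes that CH cells expressed, and its level here was 4.01, within 1.5 times of the paper's about 3.5 in Fig. 3i. It lies below 5 on both arrays, but that limit was chosen here, and the readings of Dppa3, Fbxo15, Nodal and Zfp42 in Fig. 3i lie below 5 as well. Of the 8 genes of that list that were matched, 7 were above 5 here.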

Other observations

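Genes of dividing cells were high in CH cells, with 13 of 13 above 8 on both arrays. Pcna, the sliding clamp of DNA replication, had a level of 13.12 ± 0.03 (SD, n = 2 arrays), Top2a, the topoisomerase of mitotic cells, 11.89 ± 0.002, Cdk1, the kinase that drives mitosis, 11.56 ± 0.02 and Rrm2, a subunit of ribonucleotide reductase, 11.29 ± 0.01. The other probe sets of Top2a were at 6.38 and 4.54. Of 21 other pluripotency genes, 19 were above 5, led by Dnmt3b, a de novo DNA methyltransferase, at 10.55 ± 0.02, Dppa5a at 10.44 ± 0.01, Klf5 at 9.67 ± 0.02 and Lin28a, an RNA-binding protein of stem cells, at 9.62 ± 0.09. The other probe sets of Klf5 were below 5, at 4.73 and 3.69, and that of Lin28a was at 5.801. Of 9 genes of primordial germ cells, 4 were above 5, with Tfap2c at 7.22 ± 0.49, Dnd1 at 6.77 ± 0.03, Prdm1 at 6.50 ± 0.60 and Sycp3 at 5.43 ± 0.08. The median of this list was lower than that of all but 0.43% of random lists. Of 12 epithelial genes, 10 were above 5, and the keratins Krt8, Krt18 and Krt19 were at 11.87 ± 0.03, 10.66 ± 0.01 and 8.44 ± 0.11, with Cldn7 at 7.99 ± 0.07.

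Of 3 targets of the lineage antibodies that were matched, 0 were above 5 on both arrays. Ptprc, which encodes CD45, was at 5.10 ± 0.21, Cd5 at 4.53 ± 0.04 and Itgam at 3.85 ± 0.09. Of 14 genes shared by leukocytes, 13 were above 5, with Cd48 at 9.66 ± 0.13, Lsp1 at 9.01 ± 0.18, Arhgdib at 9.00 ± 0.03 and Cd53 at 8.25 ± 0.22. The counts above 5 were 7 of 13 for T cells, led by Zap70 at 8.18 ± 0.10, 6 of 12 for B cells, led by Ighm at 7.92 ± 0.27, 1 of 9 for NK cells, which was Nkg7 at 5.15 ± 0.13, 9 of 12 for monocytes, led by Lyz2 at 9.58 ± 0.13 and Cd14 at 8.25 ± 0.08, and 7 of 13 for neutrophils, led by Mmp9 at 7.20 ± 0.004. With the median over its probe sets, Ighm was not above 5, and with that median the count for B cells was 3. With a limit of 6, the counts were 3 for T cells, 2 for B cells, 7 for monocytes and 3 for neutrophils. By limma 0 NK cell genes were above 5, and 0 were above the 95th percentile of chemosensory receptor probe sets. The other probe sets of Zap70 were at 5.23 and 5.05, and that of Cd53 at 3.55. For erythroid cells the count was 9 of 17. Tfrc, the transferrin receptor that dividing cells also express, led them at 12.12 ± 0.05 (other probe sets 7.87 and 7.35). The highest probe sets counted for the globin genes Hba-a1, at 6.46 ± 0.05, and Hbb-b1, at 3.98 ± 0.07, name their paralogs Hba-a2 and Hbb-b2. The 8 erythroid genes not above 5 were Hbb-b1, Alas2, Slc4a1, Epb42, Hemgn, Tspo2, Rhag and Kel. With only probe sets under the listed symbols, the erythroid count was 8 of 16. For platelets and megakaryocytes the count was 10 of 13, led by Itga2b at 7.18 ± 0.003, and it was 4 with a limit of 6. Of 13 genes of hematopoietic stem and progenitor cells, 10 were above 5, with Mecom at 10.32 ± 0.04 (other probe sets 5.78 and 3.73), Procr at 9.15 ± 0.16, Hlf at 8.70 ± 0.005 and Kit at 7.00 ± 0.06, while Cd34 was at 4.58 ± 0.06. Endothelial genes were above 5 in 8 of 14 cases, led by Flt1 at 7.74 ± 0.11 (other probe sets from 5.84 to 5.02). Of these endothelial genes, 4 stayed above the 95th percentile of chemosensory receptor probe sets. Against random lists, the medians for T, B and NK cells, neutrophils and endothelial cells were low, from the 3.99th to the 7.13th percentile. Those for leukocytes, monocytes, erythroid cells, platelets and megakaryocytes, and hematopoietic stem and progenitor cells lay from the 13.33th to the 45.88th. Of 12 receptors of homing and adhesion, 7 were above 5. Cd44, a receptor of hyaluronan, was at 13.00 ± 0.005 (lowest probe set 3.40), Met, the receptor of hepatocyte growth factor, at 10.07 ± 0.11 (other probe set 6.34) and Cxcr4, the receptor of Cxcl12, at 7.85 ± 0.12.

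The 20 genes with the highest mean were Rpl41 at 15.17, Lgals1 at 14.79, and Eef1a1, Rplp2, Fth1, Rps2, Rplp0, Rps18, Tmsb10, Rps29, Rpl37a, Actb, Rpl7a, Rps28, Rps20, Rps10, Rpsa, Tpt1, Rpl38 and Actg1, from 14.65 down to 14.27. Only 11 probe sets differed between the arrays by more than 1 on the log2 scale. Among genes above 5, the largest differences of array 1 minus array 2 were -1.37 for Gm9706, -1.09 for Mpzl2, 1.07 for Saa3, 0.99 for Hoxa3 and -0.975 for Ptchd1, followed by Rnf150, Ikzf3, Tvp23a, 2310034G01Rik and Npl at sizes from -0.93 to -0.87 or 0.89.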
